A study of Mus musculus with 4 samples. Its data were reported in "IFITM proteins drive type 2 T helper cell differentiation and exacerbate allergic airway inflammation" (2018).

How the data were processed

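Total RNA of resting CD4 T cells from mouse spleen was hybridised to 4 Affymetrix Mouse Gene 1.0 ST arrays, 2 of wild-type (WT) cells and 2 of cells from mice that lack the whole Ifitm gene family (IfitmF–/–). Per the labels, the cells came from adult animals, red cells of the spleen suspension were lysed with ammonium chloride, and CD4 T cells were enriched by negative selection, which removes the other cell types with antibodies. Per the study, each array held RNA of cells pooled from a pair of mice, and replicates were purified separately. The study describes the IfitmF–/– mice as on a C57BL/6 background. The sex of the mice and the order or day of the preparations were not given in the sources used here.

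The deposited values were RMA intensities on the linear scale, made by the authors. RMA corrects the background, makes the distributions of the arrays alike by quantile normalization and summarises the probes of a probe set. The submitters' processing notes named RMA and affy, and their versions and the probe set definition were not given in the sources used here. Quantile normalization removes any shift shared by all genes, so changes are relative to the whole of each array. The log2 of each intensity was taken before any test. The median intensity was 77.1 and 78.1 on the WT arrays and 75.9 and 74.8 on the IfitmF–/– arrays. The number of arrays limits the precision, with 2 residual degrees of freedom per probe set.

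All 34760 probe sets were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, IfitmF–/– against WT, no covariate), with Benjamini-Hochberg adjustment over all of them and a call at an adjusted p under 0.05. The prior of eBayes had 2.39 degrees of freedom. The filter of the study's methods was applied as a further criterion, namely a fold change over 2 and a range of at least 250 linear units over the 4 arrays. A platform annotation named 1 gene for 21640 probe sets, several for 1321 and none for 11799. Symbols were updated through the gene ID, and 21553 of the probe sets with 1 gene were found in a gene table of the assembly GRCm38.p6. No coordinates are printed, because the array values name no build; positions in that table served only to say which genes neighbour each other or lie on X or Y. Genes with several probe sets were represented by the one of highest mean, which gave 19937 genes. Genes without such a row were not analysed here.

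Gene lists, 35 in all, were tested at gene level with limma's camera at a preset correlation of 0.01 between genes, with adjustment over the 35 lists. Camera with an estimated correlation and fry were the alternatives. Camera called 24 lists, 12 in each direction. None of the 24 kept an adjusted p under 0.05 with an estimated correlation, while fry called 17 lists. The list of deleted Ifitm genes was among those lost (adjusted p = 0.319 with an estimated correlation, 0.01 with fry). In simulated data the estimated correlation called 9 of 10 lists of 25 genes shifted by 0.5 log2 units. On these arrays a call lost in this setting therefore does not show that a list is unchanged. The lists were written before the data were examined but after the study and a figure of it that labels selected genes had been read. The heat shock, NF-κB and unfolded protein response lists were added only after that figure had been seen, and the immediate early and activation lists took their final form then, so the direction of these 5 lists is not fully independent of the study. The 2 lists of genes that the study itself names for Th1 and Th2 come from its account of these arrays and are not independent of them.

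The genes named were fixed by a rule before the data were examined. It took the Ifitm family, the Th1 and Th2 genes the study names, and up to 4 members of smallest p of each list, with the most abundant members for cell type markers. It further took the 10 genes of largest rise and the 10 of largest fall among called genes whose IfitmF–/– arrays both lay on one side of both WT arrays and whose mean in the higher group was at or above the median log2 value of 6.26, leaving out predicted genes and receptor, immunoglobulin and small RNA families. Other genes named in the text were chosen after their values were seen. The alternatives were trend and robust eBayes, renewed quantile normalization, median centring, a filter on dim probe sets, probe sets of 1 gene, the replicate number as a block, the methods' t-test, other settings of the principal component analysis and gene lists, and leaving out each array.

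The tests were checked on simulated data drawn on the level and spread of these arrays. With 200 of 34760 probe sets changed, limma recovered 1 of 50 changed by 0.5 log2 units, 44 of 50 changed by 1, 47 of 50 changed by 2 and 50 of 50 changed by 3, with 21 false calls. With 3000 changed, it recovered 62.3% at 0.5, 96.5% at 1 and 99.7% at 2, with 144 false calls. Placement of the samples on a Th2 to Th1 scale needs arrays of skewed cultures and was not analysed here.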

Results

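Gene expression was measured in purified resting CD4 T cells from the spleens of WT and IfitmF–/– mice, with 2 arrays per genotype, to ask how the absence of the interferon-inducible transmembrane proteins changes the resting transcriptome and whether it leans to Th1 or Th2. Arrays of a genotype correlated at 0.993 for WT and 0.991 for IfitmF–/– on the log2 scale across probe sets, and arrays of different genotypes at 0.976 to 0.979. All changes are given as IfitmF–/– minus WT on the log2 scale, and adjusted p values are limma's unless a list test is named.

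The deleted genes were first examined. Ifitm3 had a log2 intensity of 9.08 ± 0.25 (SD, n = 2) in WT and 4.48 ± 0.18 in IfitmF–/– cells, a 24.3-fold difference (adjusted p = 0.00778). Only 18.3% and 14.1% of probe sets were dimmer than Ifitm3 on the IfitmF–/– arrays, so this fold is set against a value near background and is best read as a lower bound. The sizes of change of the members give no order among them. Ifitm2, represented by 3 probe sets, fell by 3.26, 2.70 and 2.24 log2 units. Ifitm1, represented by 2, fell by 1.72 and 1.02, and adjusted p values across both genes were 0.00843 to 0.0155. Per the study, Ifitm1, Ifitm2 and Ifitm3 were below detection in IfitmF–/– cells. The IfitmF–/– values of the Ifitm1 and Ifitm2 probe sets, 5.54 to 5.97, are therefore background, and their falls are also lower bounds. Ifitm6 was dim in WT at 5.55 ± 0.36 (SD, n = 2) and its change of -0.89 missed the threshold (adjusted p = 0.0706). Ifitm5, whose product is known from bone-forming cells, showed 6.48 ± 0.02 in WT and 6.33 ± 0.19 in IfitmF–/– cells (SD, n = 2; adjusted p = 0.484). At gene level 3 of the 5 family members were called, and 4 when adjusted over the list alone; the list was lower by camera (adjusted p = 7.67e-05; adjusted p = 0.319 with an estimated correlation). Ifitm5 is deleted as well, so its 6.33 in IfitmF–/– cells is background for that probe set. The family members are homologous, so a probe set may bind transcripts of more than the member it is named for.

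Transcripts that mark the sex of an animal parted the genotypes completely. Xist, the RNA that silences an X chromosome in female cells, was at 11.29 ± 0.05 (SD, n = 2) on the WT arrays and 4.64 ± 0.30 on the IfitmF–/– arrays, where 23.2% and 15.4% of probe sets were dimmer, so that no exact fold can be given. The Y-linked genes Eif2s3y, Uty and Kdm5d were at 3.97 to 4.75 in WT and 8.46 to 9.54 in IfitmF–/– cells, with adjusted p values of 0.00699, 0.00699 and 0.00778. Their WT values lay near background, with 7.01% to 22.0% of probe sets dimmer, so the size of these differences is a lower bound. Sex and genotype therefore cannot be separated on these 4 arrays, and this holds for every comparison that follows. Among genes with a chromosome in GRCm38.p6, 1658 of 19105 autosomal genes were called (8.68%, exact binomial 95% interval 8.28 to 9.09), as were 44 of 739 X-linked and 3 of 9 Y-linked genes.

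Over all probe sets, 2930 of 34760 were called, 1557 higher and 1373 lower in IfitmF–/– cells, and with a fold change over 2 and a range of at least 250 units 403 remained, 140 higher and 263 lower. Apart from sex-linked and Ifitm genes, the genes of largest fall by the naming rule were the nuclear receptors Nr4a3 and Nr4a2, the transcription factors Atf3, Bhlhe40 and Maff, the endosomal sorting gene Vps37b and the phosphatase gene Dusp16, with changes of -3.33 to -2.60. Nr4a3 was at 11.07 ± 0.09 (SD, n = 2) in WT and 7.74 ± 0.11 in IfitmF–/– cells, and Vps37b at 12.15 ± 0.04 and 9.27 ± 0.04 (adjusted p = 0.00778 for each). The largest rises on autosomes by the same rule, which leaves out T cell receptor and some other gene families, were of BC018473 (4.76), the sialyltransferase gene St6galnac2 (2.54), the transporter gene Slc16a5 (2.07), the matrix proteoglycan gene Dcn (1.94), the zinc finger genes Zfp595 (1.93) and Zfp931 (1.79), and Retnlg (1.83), a neutrophil gene. BC018473, St6galnac2 and Slc16a5 are all on chromosome 11, Dcn on 10, Zfp595 on 13, Zfp931 on 2 and Retnlg on 16. Whether the genes on chromosome 11 lie near each other was not tested. In WT cells BC018473, Dcn, Zfp931 and Retnlg were at 5.25 to 5.45. This is below the 5.54 to 5.97 of the deleted Ifitm1 and Ifitm2 in IfitmF–/– cells, and Zfp595, at 5.92, lay within that range. Background differs between probe sets, with 4.48 for Ifitm3 and 6.33 for Ifitm5 in cells that lack these genes. The rises of BC018473, Dcn, Zfp931, Retnlg and Zfp595 may therefore be lower bounds, and the sizes give no order among the genes. The leading principal component held 69.7% of the variance and placed the WT arrays at -37.6 and -37.2 and the IfitmF–/– arrays at 34.3 and 40.4. Of the 1000 probe sets that weighed most on it, 372 passed the stricter filter. Leaving out any array ended all calls, with 0 probe sets at an adjusted p under 0.05 in limma and 6062 to 9107 at an unadjusted p under 0.05.

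**Figure D1:**
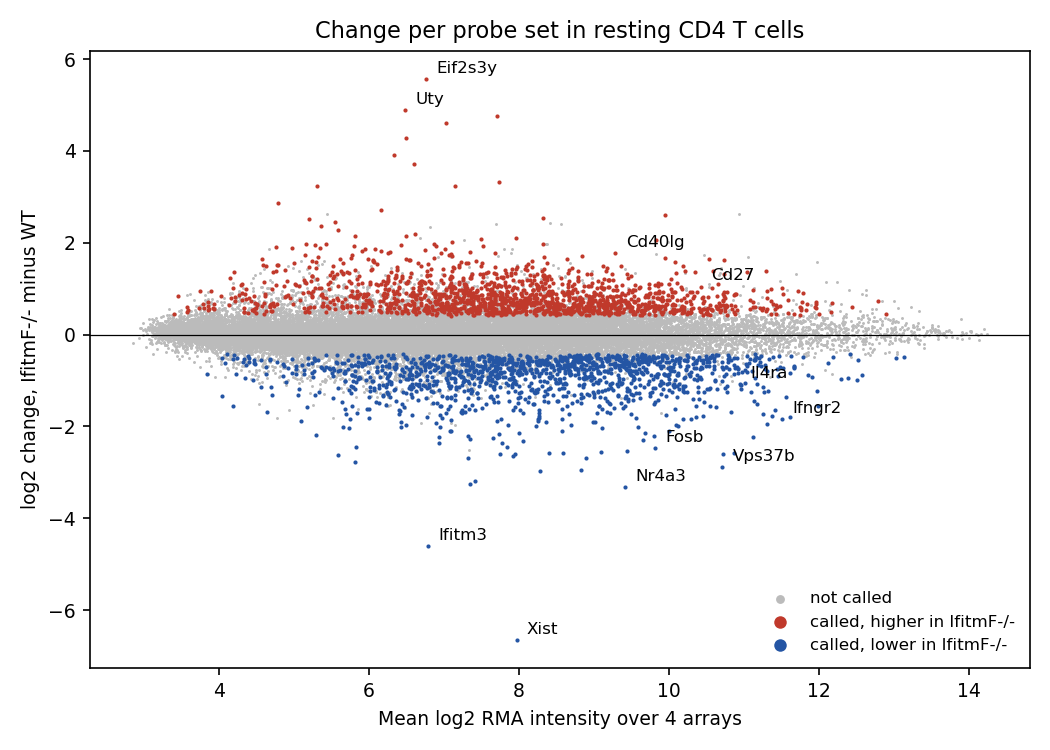
Change of each probe set (y axis, log2, IfitmF–/– minus WT) against its mean log2 RMA intensity over the 4 arrays (x axis); red and blue points are the 1557 higher and 1373 lower probe sets at an adjusted p under 0.05, grey points the others. Xist and Ifitm3 lie lowest among the labelled genes and the Y-linked gene Eif2s3y lies highest.

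The question of a lean to Th1 or Th2 was put to the genes the study names and to textbook lists without them. Of the Th1-associated genes the study names, Cd40lg, which encodes the costimulatory ligand CD154, rose 3.41-fold (8.40 ± 0.32 in WT and 10.17 ± 0.01 in IfitmF–/– cells, SD, n = 2; adjusted p = 0.018). Cd226 rose 2.26-fold (adjusted p = 0.0349) and the costimulatory receptor gene Cd27 2.06-fold (adjusted p = 0.0141). Cd84 rose 1.58-fold (adjusted p = 0.0373) and the IL-27 receptor gene Il27ra 1.47-fold (adjusted p = 0.0387). Tbx21, the master transcription factor of Th1 cells, had a change of 0.03 with a 95% interval of -0.33 to 0.39 (adjusted p = 0.916). Of the Th2-associated genes, the transcription factor gene Irf4 fell 4.30-fold (adjusted p = 0.0264), the costimulatory gene Icos 2.39-fold (adjusted p = 0.0163) and the IL-4 receptor gene Il4ra 2.10-fold (adjusted p = 0.0156). Gata3, the master transcription factor of Th2 cells, had a change of -0.26 with an interval of -0.48 to -0.05 and was not called (adjusted p = 0.133). In all, limma called 8 of the 10 measured genes. The methods' t-test at an unadjusted p under 0.05 called 9, Gata3 among them, and 0 after Benjamini-Hochberg adjustment. The study named these genes in its account of these arrays, Cd27 from its analysis of them and others as genes known in Th1 or Th2 responses, so they are not independent evidence of direction: over all genes and adjusted over the list alone, 5 of 6 Th1 genes rose, and 3 of 4 Th2 genes fell over all genes and 4 adjusted over the list alone. Camera gave adjusted p = 0.000151 for the Th1 genes and 0.000451 for the Th2 genes (adjusted p = 0.319 and 0.339 with an estimated correlation).

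The textbook Th1 list moved the other way from the study's Th1 genes. Of its 26 measured genes, 9 fell and 1 rose, and adjusted over the list alone 10 fell and 2 rose. Those that fell included both chains of the interferon-γ receptor, Ifngr2 (from 12.43 ± 0.04 to 10.59 ± 0.13, SD, n = 2) and Ifngr1 (from 11.94 ± 0.02 to 10.71 ± 0.12), the granzyme gene Gzmb (-1.02) and Ifng itself (-0.65), with adjusted p values of 0.0119 to 0.0273; the chemokine receptor gene Cxcr6 rose by 0.85. The transcription factor gene Eomes (-0.79), counted among the 9, lay barely under the threshold, at an adjusted p that rounds to 0.05. Of 23 genes in the textbook Th2 list, 4 fell and 1 rose, and adjusted over the list alone 5 fell and 1 rose. The chemokine receptor gene Ccr8 fell by 2.44, Il10 by 1.75, Nfil3 by 1.71 and Stat5a by 1.26 (adjusted p = 0.0213, 0.0215, 0.0161 and 0.018), and Il2ra rose by 0.51. Il10 was at 5.69 in IfitmF–/– cells, which may be background, so its fall may be a lower bound. Both lists were lower in IfitmF–/– cells by camera, with adjusted p = 0.00148 for Th1 and 0.0124 for Th2. Neither call held when the correlation between genes was estimated (adjusted p = 0.405 and 0.319 with an estimated correlation). The median changes were -0.15 for Th1 and -0.13 for Th2, and the difference between the lists was not tested.

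Immediate early genes, which cells switch on within minutes of a stimulus or stress, were lower as a group. Of 33 measured, 19 fell and 0 rose by limma over all genes, and adjusted over the list alone 24 fell and 1 rose. Besides Nr4a3, the AP-1 genes Fosl2 (-2.55) and Fosb (-2.47) and the phosphatase gene Dusp4 (-2.31) fell (adjusted p = 0.00778 for each), and Fosb went from 11.05 ± 0.02 to 8.58 ± 0.04 (SD, n = 2). Other members, chosen after their values were seen, were not called. Fos had a change of -0.039 (adjusted p = 0.931) and Jun of -0.11 (adjusted p = 0.66). Egr1 had a change of -0.43 (adjusted p = 0.243) and Egr3 of 0.040 (adjusted p = 0.861). NF-κB feedback and target genes fell in 12 of 18 cases and rose in 0, with 14 and 1 adjusted over the list alone; Rel, Nfkbia, Relb and Tnfaip3 fell by 1.72, 1.65, 1.64 and 1.56 (adjusted p = 0.0107 for Rel and 0.0115 for the others). Camera gave adjusted p = 2.96e-16 for the immediate early and 3.78e-09 for the NF-κB list (adjusted p = 0.319 with an estimated correlation for each).

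Heat shock genes fell in 9 of 17 cases, and in 12, with 1 rise, adjusted over the list alone. Examples were the co-chaperone gene Bag3 (-1.52), Dnaja1 (-0.82) and Hsp90aa1 (-0.72). Of 20 genes of the unfolded protein and integrated stress response, 4 fell, and 13 adjusted over the list alone; Xbp1 fell by 1.58 and the chaperone gene Hspa5 by 0.93 (adjusted p = 0.0115 and 0.0153). Camera gave adjusted p = 5.12e-06 and 1.11e-05 for these lists (adjusted p = 0.319 with an estimated correlation for each). Plasma cell markers were lower on the same arrays, with a median change of -0.59 over 5 genes (camera adjusted p = 0.00362; adjusted p = 0.429 with an estimated correlation). Activation and memory genes fell in 14 of 25 cases and rose in 2, with 16 and 4 adjusted over the list alone. Among them the chemokine receptor gene Cxcr4 fell by 1.76, the checkpoint gene Ctla4 by 1.47, Tnfrsf4 by 1.43 and the amino acid transporter chain gene Slc3a2 by 1.35, and the list was lower by camera (adjusted p = 0.000122; adjusted p = 0.319 with an estimated correlation). The mean log2 level of the immediate early list was 10.15 and 10.02 on the WT arrays and 8.90 and 8.93 on the IfitmF–/– arrays. B cell markers were also at their highest on WT replicate 1 (mean log2 level 9.48, against 7.71 to 8.16 on the other arrays); without that array the median change of the immediate early list was -0.83, compared with -0.91 on all arrays.

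Interferon-stimulated antiviral genes were higher in IfitmF–/– cells. Of 42 measured, 13 rose and 1, Trim25, fell, and adjusted over the list alone 25 rose and 1 fell. Usp18, which dampens interferon receptor signalling, rose 3.30-fold (from 7.98 ± 0.05 to 9.70 ± 0.06, SD, n = 2; adjusted p = 0.0115), Ifit1 3.25-fold (adjusted p = 0.0144), Ifit3 1.84-fold (adjusted p = 0.0168) and Samd9l 1.80-fold (adjusted p = 0.0195). Of 8 interferon-inducible GTPase genes, 3 rose and 0 fell by limma over all genes, and 7 rose and 1 fell adjusted over the list alone. Iigp1 rose by 1.41, Gbp7 by 0.84 and Irgm1 by 0.68 (adjusted p = 0.0193, 0.0247 and 0.0247). Iigp1 was at 5.67 in WT cells, which may be background, so its rise may be a lower bound. Genes of MHC class I and antigen processing rose in 4 of 17 cases and fell in 1, the chaperone gene Calr, with 8 and 2 adjusted over the list alone. Among these H2-T24 rose by 1.24, H2-M3 by 0.88, and the immunoproteasome genes Psmb9 and Psme1 by 0.70 and 0.55. Camera gave adjusted p = 1.1e-09, 0.0011 and 0.00148 for the lists in this order (adjusted p = 0.319 with an estimated correlation for each).

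Markers of other cell types that a splenic preparation can hold were examined next. No member of the B cell, CD8 T cell, NK cell, myeloid, erythroid, platelet or plasma cell lists was called by limma over all genes. Among neutrophil markers only Retnlg was, with a rise of 1.83, which may be a lower bound. At an unadjusted p under 0.05, 0 of 14 B cell markers passed, 1 of 2 CD8 markers and 4 of 5 plasma cell markers were lower, and 4 of 9 NK, 1 of 14 myeloid, 3 of 8 erythroid and 2 of 5 platelet markers were higher. For Cd74 and Slc4a1 the arrays of a genotype differed as much as the genotypes. For Ppbp, Lyz2, Klrd1 and Jchain the genotypes lay further apart than their arrays, without overlap, though none was called. Cd74, an MHC class II chaperone gene of B cells and other antigen-presenting cells, was at 11.35 ± 0.98 in WT and 10.34 ± 0.60 in IfitmF–/– cells (SD, n = 2; adjusted p = 0.335). The erythroid anion exchanger gene Slc4a1 was at 10.21 ± 1.38 and 11.90 ± 0.16 (adjusted p = 0.209), the platelet chemokine gene Ppbp at 11.02 ± 0.50 and 12.35 ± 0.77 (adjusted p = 0.157), the myeloid lysozyme gene Lyz2 at 8.87 ± 0.40 and 10.22 ± 0.57 (adjusted p = 0.0942), the NK receptor gene Klrd1 at 7.77 ± 0.46 and 8.88 ± 0.12 (adjusted p = 0.0683), and the J chain gene Jchain of plasma cells at 11.30 ± 0.43 and 10.57 ± 0.12 (adjusted p = 0.135). By camera the B cell and plasma cell lists were lower (adjusted p = 0.0261 and 0.00362; adjusted p = 0.718 and 0.429 with an estimated correlation). The erythroid, platelet and neutrophil lists were higher (adjusted p = 0.0137, 0.0294 and 0.0364; adjusted p = 0.495, 0.541 and 0.358 with an estimated correlation). None of these 5 calls held with fry, which sets a list against no change (adjusted p = 0.526 for B cell, 0.109 for plasma cell, 0.247 for erythroid, 0.319 for platelet and 0.109 for neutrophil markers). Without dim probe sets camera no longer called the erythroid, platelet and neutrophil lists (adjusted p = 0.0991, 0.141 and 0.495). The NK, myeloid and CD8 lists missed the threshold (adjusted p = 0.0558, 0.874 and 0.649). Adjusted over the list alone, 4 plasma cell markers fell, 1 neutrophil marker rose and 0 members of the other marker lists passed. The B cell call was lost without WT replicate 1 (adjusted p = 0.77) and without IfitmF–/– replicate 1 (adjusted p = 0.214), the neutrophil call without WT replicate 1 (adjusted p = 0.224), and the platelet call without WT replicate 2 (adjusted p = 0.0817) or IfitmF–/– replicate 2 (adjusted p = 0.135). The NK list was called higher without WT replicate 1 (adjusted p = 0.000799) and without IfitmF–/– replicate 2 (adjusted p = 0.0313), and the myeloid list lower without WT replicate 2 (adjusted p = 0.0195).

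**Figure D2:**
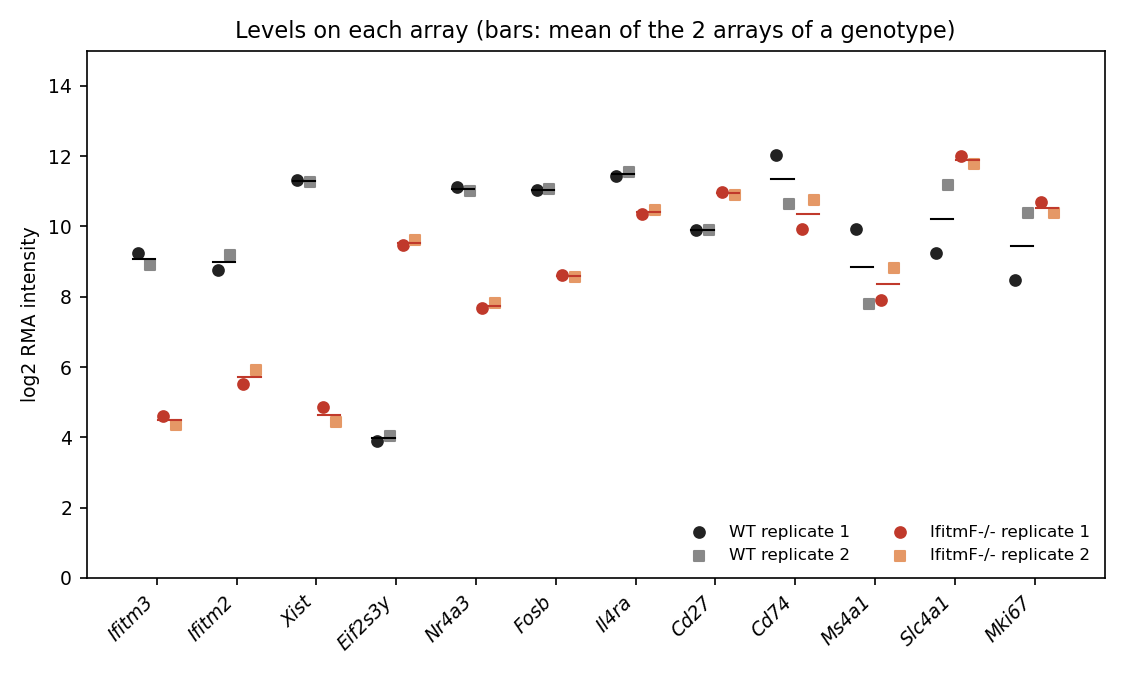
Log2 RMA intensity (y axis) of 12 genes on each of the 4 arrays (points), with the mean of the 2 arrays of a genotype as a bar. Ifitm3, Xist, Eif2s3y, Nr4a3 and Fosb part the genotypes, whereas Cd74 and Ms4a1 are highest and Slc4a1 and Mki67 lowest on WT replicate 1.

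Genes next to the deleted cluster were compared with the rest of the genome. Of 21 measured flanking genes fixed in a list, 3 rose and 0 fell by limma over all genes and adjusted over the list alone. The glucosidase gene Pgghg rose 2.31-fold (from 7.73 ± 0.10 to 8.94 ± 0.06, SD, n = 2; adjusted p = 0.0141), the inhibitory receptor gene Sigirr 1.40-fold and Tmem80 1.38-fold (adjusted p = 0.0411 for each), and the list as a whole missed the threshold by camera (adjusted p = 0.395). Within 5 Mb of the cluster 17 of 161 genes were called (10.6%), against 1685 of 19689 elsewhere (8.56%), with no difference shown by a two-sided Fisher's exact test (p = 0.394).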

Values the study reported

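The study reported 920 differentially expressed genes between WT and IfitmF–/– CD4 T cells, after requiring a range of at least 250 units on the non-logarithmic scale. For the leading principal component, along which WT and IfitmF–/– samples lay apart, it gave a share of 52.7%. The study intersected those genes with the 1000 that weighed most on this component.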

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

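Leaving out X-linked and Y-linked genes, leaving immediate early genes out of the Th2 list, the crossed pairing and the other fold thresholds were chosen after the data were seen. The 2930 calls became 3678 with trend, 2843 with robust eBayes, 2963 after renewed quantile normalization, 2993 after median centring, 3904 without dim probe sets, 3037 with probe sets of 1 gene and 2839 without X-linked and Y-linked genes, all within 1.5 times as raw counts. These counts are not alike, because some fits tested fewer probe sets, 18885 without dim ones and 21640 with 1 gene. Of the probe sets with 1 gene, the main fit had called 1848, against 3037 here. The 403 of the stricter filter became 298 to 419 under the same settings. The methods' t-test gave 6811 and 393 at an unadjusted p under 0.05, and 4 and 0 after adjustment. Without a fold threshold the filter passed 1119 probe sets and with a fold over 1.5 it passed 903, as its construction implies. Leaving out each array in turn gave 0 for both counts with limma, while 6062 to 9107 and 436 to 498 passed at an unadjusted p under 0.05; these fits have fewer samples, with 1 residual degree of freedom. Each replicate number as a block gave 0 and 0, with 8016 and 463 at an unadjusted p under 0.05; the labels pair no arrays, and deviations of same-numbered arrays correlated at -0.124. The crossed pairing as a block called 975 probe sets. The share of the leading component was 53.4% with probe sets scaled to unit variance, 81.7% on linear values, 76.0% without dim probe sets and 74.97% to 80.5% with an array left out; the cause was not tested. The textbook Th1 and Th2 lists lost their calls only with an estimated correlation (adjusted p = 0.405 and 0.319); other camera settings gave 0.00019 to 0.00909 for Th1 and 0.00522 to 0.0234 for Th2, and fry, which sets a list against no change and not against other genes, gave 0.0407 and 0.015. Of the named probe sets, 110 of 174 were called, and 0 of the called changed sign under any alternative. The call was lost by 1 with trend, by 2 after median centring and by 1 after renewed quantile normalization. A call was gained by 2 with trend, 2 after median centring, 4 without dim probe sets and 8 with probe sets of 1 gene. All 110 lost the limma call under the block and with any array left out, and with the methods' t-test after adjustment. Among the lists, 7 lost their call with fry (respiratory chain, small nucleolar RNA, B cell, neutrophil, erythroid, platelet and plasma cell) and 4 without dim probe sets (T cell receptor signalling, neutrophil, erythroid and platelet). With the block the neutrophil list was not called (adjusted p = 0.0799) and the NK list was (adjusted p = 0.0328), while 35 of 35 kept their side of the threshold after renewed quantile normalization. Dim probe sets have little room to fall toward background, which limits the changes seen for genes such as Ifitm6.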

Other observations

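Among other gene groups of T cells, camera at the preset correlation called the GIMAP, T cell receptor signalling, and follicular helper and Th17 lists. The regulatory and the naive T cell lists were not called. GIMAP genes, GTPases of lymphocyte survival, rose in 6 of 8 cases and fell in 0 by limma over all genes, with 7 and 1 adjusted over the list alone; Gimap1 rose by 0.91 and Gimap4 by 0.66, and camera gave adjusted p = 0.00024 (adjusted p = 0.393 with an estimated correlation). Among 22 genes of T cell receptor signalling 5 rose and 2 fell, with 12 and 2 adjusted over the list alone (camera adjusted p = 0.00439; adjusted p = 0.462 with an estimated correlation and 0.0568 without dim probe sets). Themis and Tespa1, which act in receptor signalling during thymic selection, rose by 0.94 and 0.93, while the costimulatory receptor gene Cd28 fell by 0.74. Follicular helper and Th17 genes fell in 3 of 12 cases and rose in 1, with 5 and 1 adjusted over the list alone, the transcription factor genes Rora by 1.96 and Ahr by 1.36 (camera adjusted p = 0.00193; adjusted p = 0.319 with an estimated correlation). Of 15 regulatory T cell genes 4 fell and 1 rose, with 5 and 2 adjusted over the list alone; Tigit fell by 1.67 and Lrrc32 by 1.04, and the list missed the threshold by camera (adjusted p = 0.089), which it passed without IfitmF–/– replicate 2 (adjusted p = 0.0366). Naive and quiescent T cell genes went both ways, with 4 of 18 higher and 2 lower, 5 and 8 adjusted over the list alone; Klf3 and Dapl1 each rose by 0.91, the homing receptor gene Ccr7 fell by 0.87 and Tob1 by 0.85 (camera adjusted p = 0.637).

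Respiratory chain and ATP synthase genes rose in 7 of 89 cases and fell in 0 by limma over all genes, with 20 and 3 adjusted over the list alone, Ndufs4 by 0.72 and Ndufc2 by 0.65 (camera adjusted p = 5.42e-05; adjusted p = 0.405 with an estimated correlation and 0.0742 with fry). Ribosomal protein genes rose in 3 of 61 cases, 2 adjusted over the list alone, with Rps3a1 at 1.04 (camera adjusted p = 0.0011; adjusted p = 0.405 with an estimated correlation). Small nucleolar RNAs rose in 6 of 51 cases and fell in 3, with 13 and 3 adjusted over the list alone; Snord47 rose by 0.91 and Snord16a fell by 1.22 (camera adjusted p = 0.000598; adjusted p = 0.495 with an estimated correlation and 0.226 with fry). Cholesterol genes went both ways, 2 of 18 higher and 2 lower, 3 and 3 adjusted over the list alone, with Fdft1 at 0.93 and Insig1 at -1.09 (camera adjusted p = 0.749). Proteasome subunits rose in 4 of 39 cases and fell in 1, with 5 and 2 adjusted over the list alone, and their median of -0.00 and mean of 0.04 differ in sign (camera adjusted p = 0.497). No Hedgehog, housekeeping or proliferation gene was called by limma over all genes or over the list alone, and at an unadjusted p under 0.05 2 of 8, 1 of 8 and 2 of 23 passed (camera adjusted p = 0.626, 0.296 and 0.373). The proliferation list was called higher without WT replicate 2 (adjusted p = 6.8e-08); WT replicate 1 held its lowest mean log2 level, 7.74 against 8.39 to 8.55 on the other arrays.

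With an adjusted p under 0.05, a fold change over 2 and a range of at least 250 units, 403 probe sets passed here, of which the 286 with 1 gene name stood for 261 genes. Both are lower than the count quoted from the study above, which is given in genes. Without the range 831 probe sets passed here. With the range and a fold change over 1.5, a threshold chosen after the data were seen, 903 passed. The study's supplementary list, drawn from its differentially expressed genes, holds Psmb3 and Uqcrh. Here these rose 1.45-fold and 1.47-fold, while other members passed 2, such as Usp18 at 3.30-fold. By these values the published genes were not all held to a fold over 2, so the counts do not rest on like thresholds. Other reasons for the difference were not tested.

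The tests of wrong labels, of handling, of B cells alone, of the alpha chain probe sets alone and of other groupings of the arrays were chosen after the results were seen, some of them after a test written before had left the question open; the other tests were written before. For the sex-linked transcripts, wrong labels are argued against by Ifitm3, whose smallest gap between a WT and an IfitmF–/– array was 4.30 log2 units, and X-linked and Y-linked genes as the whole of the called genes by the 8.68% of autosomal genes called. The genes Kdm6a, Kdm5c, Ddx3x and Eif2s3x, which escape silencing of the X chromosome, had a median change of -0.50, as female WT and male IfitmF–/– mice would give. Effects of sex on autosomal genes cannot be parted from those of genotype on these arrays. For the number of calls, the 4 arrays have 3 splits into 2 and 2, too few for a share under 0.05; the real split called 2930 probe sets, and the highest of the others called 0 with limma (385 and 703 at an unadjusted p under 0.05), so 1 of the 3, the real split, reached that count.

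For the immediate early genes, a smaller share of memory T cells may be considered, but 6 memory genes had a median change of 0.11 with quartiles of -0.32 and 0.26, and only Cd44 among them was called, with a change of -0.79, so the test left it open. Fewer cells of other types in IfitmF–/– samples also stayed open, as the 53 markers of 5 types had a median of -0.14 with the B cell list at -0.75 and the NK list at 0.35. With an array left out, the NK list lay between 0.02 (without WT replicate 2) and 0.44 (without WT replicate 1). Without WT replicate 1 the B cell list was at -0.09, short of the bound of 0 set for excluding B cells, and the immediate early list at -0.83. A difference in handling of the cells before lysis is consistent with the fall of the heat shock list (camera adjusted p = 5.12e-06; adjusted p = 0.319 with an estimated correlation), a list added after the study's figure had been seen and a result known before the test was written, and Fos, Jun and Egr1 were not called, so this is weak evidence. Memory T cells, other cell types, handling, sex and the absence of Ifitm genes all remain open.

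V genes of the T cell receptor alpha chain moved singly. Of 32 probe sets 6 were called higher and 1 lower; Trav7n-5 rose by 3.92 and a probe set of Trav14-1 by 4.27, both lower bounds as 9.20% to 19.6% of probe sets were dimmer on the WT arrays, and the SD of the 32 changes was 1.18 against 0.40 over all probe sets. More receptor transcripts of every kind stayed open. The median of the 32 was 0.043 (95% interval -0.16 to 0.44), over members that went both ways. The test written before, on V genes of the beta chain, had a median of 0.43 over 2 probe sets. The receptor chain genes Cd3d and Cd3g each rose by 0.59. Of the same complex, Cd3e had a change of -0.0087 (adjusted p = 0.962), and Cd247 one of 0.33 without a call (adjusted p = 0.116). Different germline haplotypes of the alpha chain locus may account for such single changes, but no probe set fell by over 2 log2 units, and the ratio of 2.28 to the SD of the beta chain rests on those 2 probe sets. Haplotype and genotype cannot be told apart here because no strain markers were measured. The study states a background for the deficient mice but none for the WT mice of these arrays, so that statement cannot decide the question.

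A run of neighbouring zinc finger genes was found in a search made after the data were seen. In a run of 10 adjacent measured genes on chromosome 13 (order from GRCm38.p6), 7 were called with a change over 0.7 log2 units and all rose, namely Zfp708, Zfp759, Rsl1, Zfp455, Zfp458, Zfp595 and Zfp953, by 0.87 to 1.93. In WT cells Zfp708, Zfp759, Zfp455 and Zfp595 were at 5.22 to 5.92, which may be background, so their rises may be lower bounds. The genes of the run are homologous, and binding of a probe set to transcripts of its neighbours was not tested. A difference in haplotype, raised above for the alpha chain locus, was not tested for this run either.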
